A study of Mus musculus with 33 samples.

How the data were processed

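The data were single-cell RNA-seq gene counts from mouse tissues in which cells had been tagged with biotin by SAMENT, a niche labelling method in which an enzyme carried by the injected tumour cells tags the cells next to them. Per the labels, tissues were collected after overnight substrate labelling, dissociated, and sorted into biotin positive and biotin negative cells. The 33 samples comprised 32 from mice given an intracardiac injection, 4 in each of 8 groups (bone, brain, liver and lung, each biotin positive and biotin negative), and 1 pooled bone sample from an injection named only IIA in the labels. The pooled sample held 12 hashtagged samples, a positive and a negative one for each of 6 injections. Groups and replicate numbers came from the labels.

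The authors deposited UMI counts per gene and cell barcode. Per the file headers, the 32 intracardiac matrices were written by cellranger 6.1.2 and the pooled bone matrix by cellranger 7.1.0. Per the labels, the intracardiac samples were multiplexed with CellPlex and had already been separated by the authors. The genome build and annotation, and whether intronic reads were counted, are not given in the sources used here, so no coordinates are printed. Every matrix listed 32285 genes by Ensembl identifier and symbol. No deposited barcode had fewer than 500 UMIs.

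Cells were kept with at least 500 UMIs, at least 200 genes and at most 15% mitochondrial UMIs. This kept 55366 of 57065 intracardiac barcodes and removed 2.98%, ranging by group from 0.908% in biotin negative lung to 12.6% in biotin positive liver. Cells of the pooled bone matrix were assigned to the hashtag with the most counts if it had at least 10 counts and at least 3 times the second. Of 26666 barcodes 22685 were assigned and 22362 of these were kept. No doublets were removed in the reported values. As an alternative, the 5% of cells of each intracardiac sample with the highest Scrublet score (2753 cells) were left out.

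Cells were clustered with scanpy 1.11.5 (igraph 0.11.9) in each experiment: counts scaled to 10000 per cell and log transformed, 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1.0. Variable genes of the intracardiac samples were chosen within replicate numbers, and no batch correction was applied. A cluster was named from 28 marker lists with 357 genes, all present in the files. Its name came from the list with the most members among its 100 leading genes (detected in at least 20% of its cells, at least 2 times the mean of the other cells, with 0.1 added to both means). A cluster stayed unnamed with fewer than 3 such markers, with a tie, where another list had more members among its 10 leading genes, or with fewer than 5 markers and none among those 10. Class names stand for resemblance only, so that macrophage means macrophage-like. Of 32 intracardiac clusters 27 were named, and of 22 clusters in the IIA experiment 17 were named. The unnamed clusters held 8.54% and 11.0% of the kept cells. The scoring thresholds were set after the data had been seen, whereas the marker lists were fixed earlier.

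Mononuclear phagocytes joined the macrophage, microglia, alveolar macrophage and monocyte clusters. In the intracardiac samples these were macrophage clusters 26 (led by Cd5l, Vcam1 and Clec4f) and 29 (Ptgds, Ccl12 and Ccn1), alveolar macrophage clusters 24 and 27 (Plet1 and Ear1), microglia cluster 31 (Gpr34), and monocyte clusters 1 (Vcan and Ccr2), 8 (Ace, Cd300e and Adgre4) and 12 (Saa3, Vcan and Thbs1). Cluster 29 had 8 macrophage markers among its 100 leading genes and none among the first 10. In the IIA experiment they were macrophage cluster 0 (led by Arg1, then C1qb and C1qc), and monocyte clusters 13 (Ace and Adgre4) and 14 (Fn1 and Ccr2). The immune gene Arg1 thus led a named macrophage cluster there, while the intracardiac cluster 25, led by Arg1, Pf4, Ppbp and Spp1, stayed unnamed because platelet genes outnumbered macrophage markers among its leading genes. The macrophage class of the 2 experiments is therefore not the same population. The other unnamed intracardiac clusters were 10 (led by H2-Eb1 and H2-Ab1), 13 (Vcan and Igkc), 18 (Ace, Adgre4 and Ltf) and 21 (Cxcl3 and Ccl3). Those of the IIA experiment were 2 (Acod1 and Cxcl2), 8 (Mcpt8 and Gata2), 10 (Cacnb2, Gria3 and Rad51b), 18 (G0s2 and Tnfaip6) and 20 (Gria3 and Srm). Among named clusters, granulocyte precursor cluster 9 of the IIA experiment was led by the stress genes Hspa1b and Hspa1a, and intracardiac neutrophil cluster 11 by the immune genes Il1b and Acod1.

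Shares of cells per sample were compared by a two-sided exact permutation test of the difference of means for classes with at least 20 cells, with Benjamini-Hochberg adjustment over 44 tests in the intracardiac samples and 10 in the IIA experiment. With 4 samples against 4 the smallest possible p is 0.0286 (70 assignments), as it is with 3 against 4, and with 6 against 6 it is 0.00216 (924 assignments). Counts were summed per sample over all kept cells, or over mononuclear phagocytes in samples with at least 10 of them. The sums were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg FDR under 0.05) in R 4.3.3, with 1 model per tissue for the biotin comparisons and 1 model over all 8 groups for the comparisons between tissues. CPM values of named genes are TMM-scaled, and those of Esr1 in the paragraph on that gene are without this scaling. The standard error of a log2 fold change was taken from the quasi-likelihood F statistic.

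Genes named in the text followed a rule: in each comparison, the 2 genes with the largest positive and the 2 with the largest negative log2 fold change among those at FDR under 0.05 with a mean logCPM of at least 5 and no overlap between the groups, leaving out mitochondrial, predicted and Rik genes. For the difference between tissues, overlap was judged on the differences of samples with the same number. A list of 10 estrogen-related genes (Esr1, Esr2, Gper1, Pgr, Greb1, Nrip1, Xbp1, Ctsd, Igfbp4 and Ccnd1) and a list of 13 immune regulation genes (Cd274, Arg1, Mrc1, Il10, Tgfb1, Spp1, Trem2, C1qa, H2-Ab1, Cxcl9, Cxcl10, Nos2 and Ccl5) were counted in every comparison, with Esr1 always given. Of the 13 immune genes, 3 (Mrc1, Trem2 and C1qa) are also naming markers of macrophage clusters. Of the 26 genes the rule picked in phagocytes, 6 name or lead a phagocyte cluster, so their values restate the cluster makeup and are not given. The grouping, the tests, the marker lists, the gene rule and all alternatives but those named as later were chosen before the data were examined.

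The alternatives covered DESeq2 1.42.0 (its Wald test, and its size factors in edgeR), no low-count filter, the replicate number as a block, all 8 groups in 1 model, cells with at least 1000 UMIs, no cell filter, doublet scores, Leiden resolutions 0.5 and 2.0, phagocytes without monocyte clusters, another denominator, cell numbers tested in edgeR, stricter hashtag rules (5 times the second, or 50 counts), and each sample left out in turn. Counting cluster 25 as phagocytes, 5 other random seeds of the clustering, leaving monocyte clusters out in the IIA experiment, and testing its cell numbers in edgeR without a block were chosen after seeing the data.

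The labels do not say what a replicate number marks, so the reported tests use no block. As a check, the deviations of summed counts from the group means were correlated between samples of 1 tissue. Over all kept cells, the 16 pairs with the same number had a median correlation of 0.354, against -0.132 for pairs with different numbers. Over phagocytes the medians were 0.287 and -0.0881. Every pair passed 0.1 in bone, brain and liver over all cells, and in brain, liver and lung over phagocytes, so the numbers were taken to pair those samples. In neutrophils every pair of all 4 tissues did (lowest 0.239). The lowest correlation was -0.0228 in lung over all cells, 0.0888 in bone phagocytes, 0.0778 over all cells of the IIA experiment and 0.0355 in its phagocytes. The 8 samples of each number listed the same 8 CellPlex tags, and each had a different leading tag. Numbers 3 and 4 had the same list. No barcode was shared by any of the 112 pairs of intracardiac samples with the same number, whereas 341 barcodes were shared over 384 pairs with different numbers. These values point to 1 CellPlex pool for each number, and whether a number also marks a mouse stays unknown.

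The precision of a value follows from its depth. Total UMIs per intracardiac sample ranged from 497940 to 44874529 and kept cells from 94 (liver positive replicate 4) to 3505. In the IIA experiment they ranged from 2149784 to 27903856 UMIs and from 249 to 3480 cells. A share seen in 1 sample is given with its exact 95% binomial interval, which covers counting error only. The gene tests were checked on simulated counts with 200 genes changed by 2 on the log2 scale: edgeR recovered 61.5% of them in the all-cell comparison of liver (11854 genes), 75.5% in that of bone (12533 genes), 92.0% in bone phagocytes (8628 genes) and 93.5% in lung phagocytes (9842 genes). The share test, run on 500 simulated sets of brain T cell shares, called 2.20% with no shift and all sets with a shift of 4 standard deviations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were also used.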

Results

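Single-cell RNA-seq was used to compare cells that SAMENT had tagged with biotin with untagged cells of the same tissues. SAMENT is meant to mark the neighbours of the injected tumour cells. The biotin positive sort was therefore taken as the labelled niche and the biotin negative sort as the rest of the tissue. No sample is a control without labelling, so how far the sort follows closeness to tumour cells was not tested. After intracardiac injection, bone, brain, liver and lung each gave 4 positive and 4 negative samples. Kept cells numbered 4515 positive and 11482 negative in bone, 2206 and 7459 in brain, 3094 and 8684 in liver, and 7342 and 10584 in lung. Total UMIs per sample ranged from 497940 to 44874529, and the median UMI count per cell from 2606 to 11313.5. The pooled bone matrix of the IIA injection held 26666 barcodes with 153488427 UMIs, which the hashtags split into 6 positive samples of 249 to 2140 kept cells and 6 negative samples of 2322 to 3480. In each tissue the positive samples together thus held fewer kept cells than the negative ones.

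The first question was which cell classes the biotin sort held in each tissue. In brain, mononuclear phagocytes made up 51.8% ± 21.8 (SD, n = 4) of biotin positive cells and 17.2% ± 6.34 (n = 4) of biotin negative cells, a difference of 34.6 percentage points (exact permutation p = 0.0286, the smallest possible; adjusted 0.0786). The positive sample was higher in 4 of 4 pairs with the same replicate number. The exact p was 0.0571 without any 1 of the 4 negative samples, and cell numbers tested in edgeR gave an adjusted p of 0.121. In lung the shares were 49.0% ± 25.7 and 17.5% ± 8.85 (n = 4 each, exact p = 0.0571, adjusted 0.114), a difference of 31.5 percentage points that was 20.2 without positive replicate 2 and 40.9 without positive replicate 4 (exact p = 0.0286, 3 samples against 4). The shares did not differ beyond the spread between samples in bone, at 14.4% ± 15.03 against 15.5% ± 10.1 (n = 4 each, exact p = 0.886), or in liver, at 31.3% ± 35.3 against 20.8% ± 12.8 (n = 4 each, exact p = 0.80). Without monocyte clusters the difference in bone was 9.39 percentage points (n = 4 each, exact p = 0.0286), where it was -1.02 with them. In bone no direction held when single samples were left out. The difference was -8.24 without positive replicate 2, -0.471 without positive replicate 1, -2.44 without negative replicate 3 and -4.39 without negative replicate 4, but 1.81 without positive replicate 3, 2.83 without positive replicate 4 and 3.53 without negative replicate 1. In liver the difference of 10.5 became -6.42 without positive replicate 2, 5.44 without negative replicate 4, 16.2 without positive replicate 3 and 20.2 without positive replicate 4. By the exact test, whose p cannot go below 0.0286 here, no class in the intracardiac samples passed the adjustment over 44 tests: 16 had an unadjusted exact p under 0.05, and the smallest adjusted p was 0.0786. Tested as cell numbers in edgeR, with adjustment within each tissue, 20 of the 44 passed: 3 in bone, 6 in brain, 3 in liver and 8 in lung. With the replicate block 22 did, gaining monocytes in bone and liver and T cells in liver and losing endothelial cells in brain.

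**Figure D1:**
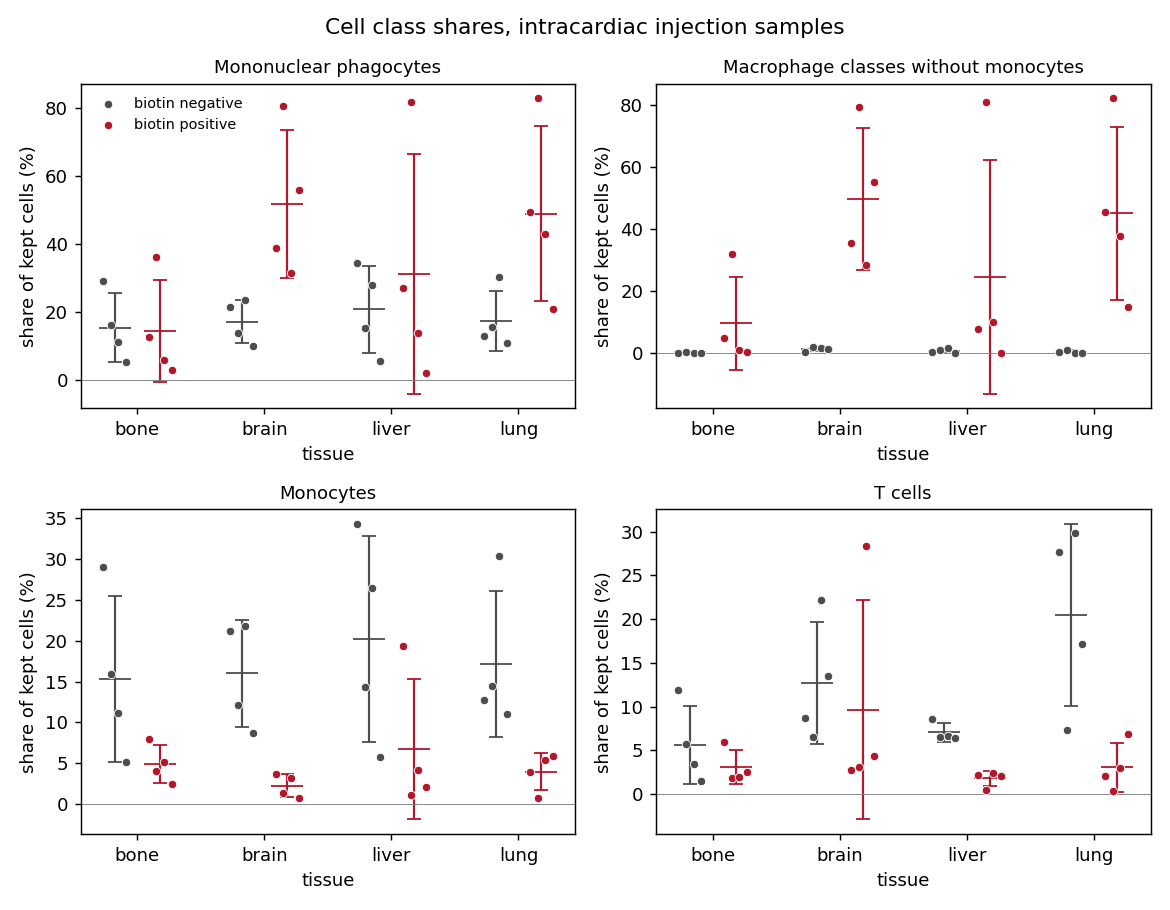
Share of kept cells (%, vertical axes) in each of the 32 intracardiac samples by tissue, for mononuclear phagocytes, their macrophage classes without monocytes, monocytes and T cells; points are samples, and lines give the mean ± SD of 4 samples. In lung the biotin positive samples averaged 45.0% macrophage classes and the biotin negative samples 0.353%.

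The phagocytes of the positive and negative sorts lay mostly in different clusters in brain and lung, and in bone and liver when cells were pooled over samples. Of positive phagocytes, 60.9% in bone and 76.0% in liver were in macrophage cluster 26, 62.2% in brain were in macrophage cluster 29 and 33.8% in microglia cluster 31, and 90.8% in lung were in alveolar macrophage cluster 27. Positive replicate 2 carried the pooled values of bone and liver, with 327 of the 434 macrophage-class cells in bone and 838 of the 1005 in liver. In bone positive replicate 1 monocytes took 7.92% of cells and macrophage classes 4.88%. In liver positive replicate 1 monocytes took 19.4%. Outside replicate 2 macrophage classes of positive liver samples reached at most 9.83%, in replicate 3, where monocytes took 4.17%. Of negative phagocytes, 63.9% in bone and 56.8% in liver were in monocyte cluster 1, and 43.9% in brain and 80.7% in lung were in monocyte cluster 12. Macrophage classes without monocytes made up 9.54% ± 15.1 of positive and 0.151% ± 0.112 of negative cells in bone, 49.6% ± 22.9 and 1.22% ± 0.718 in brain, and 45.0% ± 27.9 and 0.353% ± 0.485 in lung (n = 4 each, exact p = 0.0286 in all 3 tissues). In liver they made up 24.6% ± 37.8 and 0.637% ± 0.691 (n = 4 each, exact p = 0.143). As cell numbers, the macrophage class alone passed in liver (edgeR adjusted p = 0.0218, and 0.00025 with the block), in bone (6.93e-07) and in brain (0.000141), as did alveolar macrophages in lung (9.07e-07). By the exact test bone macrophages, brain macrophages, microglia and alveolar macrophages of lung each lost their call without any 1 negative sample (3 samples against 4, exact p of 0.0571 to 0.286). Positive replicate 2 weighed heavily in these means: without it the difference of 9.39 percentage points in bone was 1.90, and that of 24.0 in liver was 5.20. Monocytes were lower in the positive sort in brain, at 2.23% ± 1.41 against 15.99% ± 6.57, and in lung, at 3.98% ± 2.30 against 17.2% ± 8.95 (n = 4 each, exact p = 0.0286 for both). In bone they were at 4.90% ± 2.30 against 15.3% ± 10.1 (n = 4 each, exact p = 0.0571) and in liver at 6.69% ± 8.58 against 20.2% ± 12.6 (n = 4 each, exact p = 0.171), lower in 4 of 4 pairs in both tissues. As cell numbers with the replicate block they passed there (edgeR adjusted p = 0.0167 in bone and 0.0352 in liver, against 0.129 and 0.212 without the block). In brain and lung the exact p for monocytes was 0.0571 without any 1 positive sample. The monocyte difference of -10.4 in bone was -5.83 without negative replicate 1, that of -13.5 in liver was -8.80 without negative replicate 1, and that of -13.2 in lung was -8.76 without negative replicate 3.

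Clusters left unnamed took 6.23% ± 5.87 of positive and 2.40% ± 1.26 of negative cells in bone (n = 4 each, exact p = 0.371), 8.12% ± 3.74 and 10.0% ± 5.95 in brain (exact p = 0.571), 10.8% ± 6.04 and 10.8% ± 3.94 in liver (exact p = 1.00), and 16.3% ± 8.04 and 7.53% ± 2.82 in lung (exact p = 0.114). The bone difference of 3.83 percentage points was 1.38 without positive replicate 1. Leaving out single samples moved the brain difference of -1.89 between -3.90 (without negative replicate 4) and -0.0288 (without negative replicate 3), and the liver difference of -0.0047 between -1.87 (without positive replicate 3) and 2.48 (without positive replicate 2), so only the liver difference changed sign. Of these, cluster 25, led by Arg1, Pf4 and Spp1, held 8.43% ± 4.09 of positive and 1.54% ± 0.840 of negative cells in lung (n = 4 each, exact p = 0.0286).

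The title of the study concerns exclusion of immune cells from the bone niche, and T cells were compared for that reason. T cells were lower in the positive sort in liver, at 1.81% ± 0.894 against 7.06% ± 1.05, and in lung, at 3.09% ± 2.79 against 20.5% ± 10.4 (n = 4 each, exact p = 0.0286 for both, adjusted 0.0786, in 4 of 4 pairs). Leaving unnamed clusters out of the denominator gave an exact p of 0.0571 in lung, with n = 4 each; over the alternatives the exact p was 0.0286 to 0.0571 there, and it was 0.0571 without any 1 of the 4 positive samples. As cell numbers, T cells passed in lung (edgeR adjusted p = 0.0146, and 0.00648 with the block), and in liver with the block alone (0.0352, against 0.0769). In bone the shares were 3.08% ± 1.96 and 5.63% ± 4.49 (n = 4 each, exact p = 0.371), and in brain 9.64% ± 12.5 and 12.7% ± 6.95 (n = 4 each, exact p = 0.657). These 2 differences were within the spread between samples. The bone difference of -2.55 percentage points was -0.481 without negative replicate 1 and -3.94 without negative replicate 4. The brain difference of -3.10 was -9.35 without positive replicate 3, -5.18 without negative replicate 2, -1.34 without positive replicate 4, -0.928 without positive replicate 2, -0.796 without positive replicate 1 and 0.0574 without negative replicate 3. The test of the difference between tissues gave the biotin difference of lung as -13.8 percentage points from the mean of the other tissues (exact permutation of 1820 assignments, n = 4 and 12, p = 0.0011, adjusted 0.0220 over 20 such tests), while that of bone did not differ from the others (6.03 percentage points, exact p = 0.193). For phagocytes the biotin difference of bone was -26.5 percentage points from the mean of the others and did not pass (n = 4 and 12, exact p = 0.119). These tests permuted the differences freely over tissues, although samples of 1 replicate number appear to share a pool. The T cell differences also spread more widely in lung (SD 10.2) than in the other tissues (SD 4.02). The exact p values are therefore approximate.

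Other classes were also lower in the positive sort. B cells were at 2.38% ± 2.05 against 12.5% ± 7.27 in brain and 2.40% ± 2.11 against 12.97% ± 8.07 in lung, and NK cells at 0.393% ± 0.365 against 4.85% ± 1.505 in liver and 0.390% ± 0.213 against 5.21% ± 6.62 in lung (n = 4 each, exact p = 0.0286 for all 4, adjusted 0.0786). As cell numbers all 4 passed (edgeR adjusted p of 0.00193 to 0.0313). By the exact test only NK cells in liver kept their call without any 1 sample. The others lost it without any 1 positive sample, and B cells in lung also without negative replicate 3. That sample moved the B cell difference in lung from -10.6 to -6.70 percentage points, and negative replicate 1 the NK cell difference there from -4.82 to -1.53. In bone neither B cells, at 4.75% ± 2.12 against 9.76% ± 5.95 (n = 4 each, exact p = 0.143), nor NK cells, at 0.581% ± 0.341 against 1.38% ± 1.36 (n = 4 each, exact p = 0.371), passed. Without negative replicate 1 these bone differences went from -5.01 to -2.54 and from -0.801 to -0.136. Stem or progenitor cells were higher in bone, at 5.85% ± 3.39 against 0.929% ± 0.694 (n = 4 each, exact p = 0.0286; edgeR adjusted p = 0.0106), a call the exact test lost without any 1 negative sample (exact p = 0.0857). As cell numbers they also passed in liver, at 3.11% ± 3.15 against 0.359% ± 0.178 (n = 4 each, exact p = 0.143, edgeR adjusted p = 0.0367), and in lung, at 0.906% ± 0.740 against 0.133% ± 0.137 (n = 4 each, exact p = 0.0571, edgeR adjusted p = 0.0202). Without positive replicate 1 these differences went from 2.75 to 1.28 and from 0.772 to 0.467. Plasmacytoid dendritic cells were lower in lung, at 0.0287% ± 0.0388 against 0.301% ± 0.163 (n = 4 each, exact p = 0.0286), and endothelial cells higher, at 1.84% ± 2.69 against 0.109% ± 0.0982 (n = 4 each, exact p = 0.0286). Plasmacytoid dendritic cells lost this call without any 1 positive sample (exact p = 0.0571) and endothelial cells without any 1 negative sample (exact p of at least 0.286), and the endothelial difference of 1.73 percentage points was 0.387 without positive replicate 1. Plasmacytoid dendritic cells were also lower in bone, at 0.432% ± 0.413 against 3.02% ± 3.37 (n = 4 each, exact p = 0.0571, edgeR adjusted p = 0.0106), and in brain, at 0.0453% ± 0.0906 against 1.08% ± 1.33 (n = 4 each, exact p = 0.0571, edgeR adjusted p = 0.012). Without negative replicate 1 these differences went from -2.58 to -0.921 and from -1.04 to -0.386.

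Expression was first compared over all kept cells, which needs no cell type names. edgeR found 2254 genes at FDR under 0.05 between positive and negative samples in lung (1416 higher and 838 lower of 12331 tested) and 339 in brain (319 higher and 20 lower of 11064). It found 0 in bone, where 983 of 12533 genes had an unadjusted p under 0.05 and DESeq2 called 120, and 0 in liver, where 1571 of 11854 had one and DESeq2 called 560. DESeq2 called 1565 genes in brain. With the replicate number as a block, edgeR called 12 genes in bone and 762 in brain. The brain count depended on single samples: it was 3 without negative replicate 1, 61 without negative replicate 3, 6 without negative replicate 4, 212 without positive replicate 2, 7 without positive replicate 4 and 758 without positive replicate 1. The lung count was 1285 without negative replicate 1, 1280 without negative replicate 4, 1400 without positive replicate 1 and 1342 without positive replicate 2. Liver gave 61 genes without positive replicate 2.

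**Figure D2:**
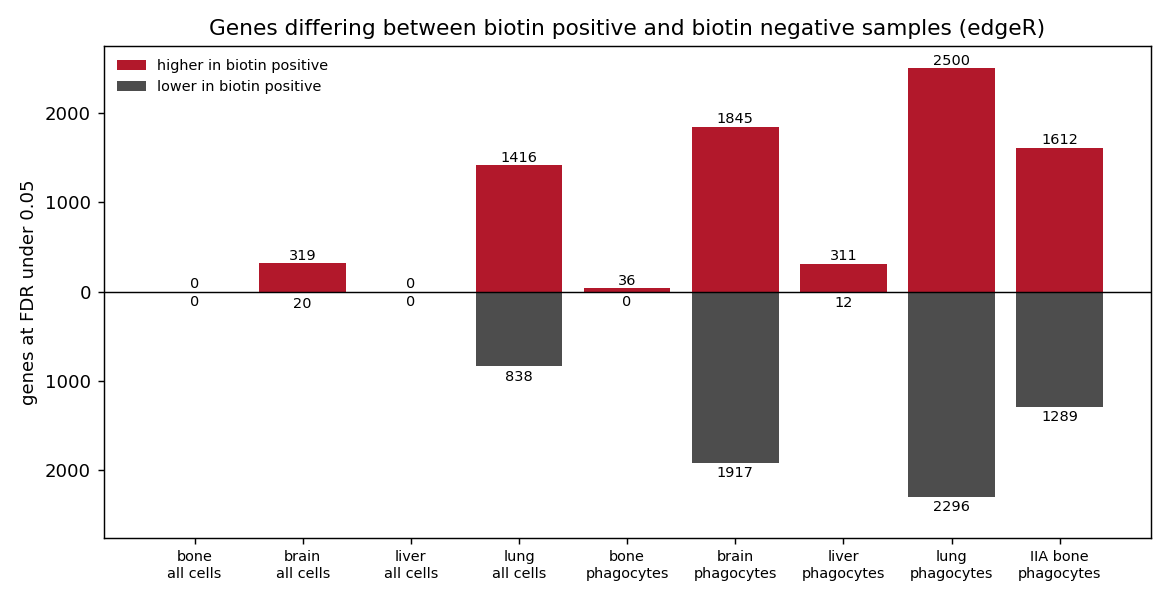
Number of genes at FDR under 0.05 (vertical axis, edgeR) that were higher (up) or lower (down) in biotin positive than in biotin negative samples, by tissue, over all kept cells or over mononuclear phagocytes, with the IIA bone experiment at the right. Lung phagocytes gave 2500 higher and 2296 lower genes, and all bone cells gave 0.

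The naming rule picked 4 genes over all cells in lung, of which Fabp1 and Ear1 lead alveolar macrophage clusters and follow the shares above; Ear1 also belongs to a family of near-identical copies and is uncertain. The other genes were Gzma (ENSMUSG00000023132), an NK cell marker in the naming lists that goes with the lower NK cell share there, lower in positive samples by a log2 fold change of -4.09 (SE 0.90, edgeR adjusted p = 0.0167), and Txk (ENSMUSG00000054892, -3.16, SE 0.66, adjusted p = 0.0140). All 4 genes picked in brain (Lyve1, Gpr34, Vcan and Fn1) name or lead phagocyte clusters. Among all tested genes the groups did not overlap for 4.68% in bone, 12.95% in brain, 7.31% in liver and 23.2% in lung, where chance gives 2.86%.

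Of the estrogen list, 1 gene passed over all cells in brain (Ccnd1) and 1 in lung (Ctsd), both higher. Ccnd1 in brain, with a log2 fold change of 1.94 (SE 0.40, edgeR adjusted p = 0.0394), lost its call with the replicate block (adjusted p = 0.0639) and without any 1 of the 4 negative samples or of positive replicates 2, 3 and 4 (adjusted p of 0.0646 to 0.141; 0.000605 to 0.141 over all alternatives). Adjusted over the list alone, 2 genes passed in brain, 1 in lung and 1 in bone (Esr1, log2 fold change 1.04, SE 0.30, edgeR adjusted p over all genes = 0.615). Over all genes Esr1 did not pass in brain (0.90, SE 0.35, edgeR adjusted p = 0.189), liver (0.0825, SE 0.60, adjusted p = 0.974) or lung (-0.76, SE 0.53, adjusted p = 0.330). Of the immune list, 2 genes passed in brain and 6 in lung, all higher, against 4 higher in brain and 7 higher and 1 lower in lung when adjusted over the list alone. In bone 0 immune genes passed either way by edgeR. In liver 1 immune gene (Ccl5) passed, as lower, adjusted over the list alone, and 0 over all genes.

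The next comparison asked whether phagocytes of the labelled niche differed from phagocytes outside it. edgeR called 4796 genes in lung (2500 higher and 2296 lower of 9842), 3762 in brain (1845 higher and 1917 lower of 8968), 323 in liver (all but 12 higher, of 9741, with 3 positive samples because replicate 4 had fewer than 10 phagocytes) and 36 in bone (all higher, of 8628). The sorts drew on the different clusters named above, and without monocyte clusters fewer genes were called. edgeR then called 0 genes in brain (4 samples against 3; 176 at an unadjusted p under 0.05; DESeq2 called 0), 0 in liver (3 against 2; 111 unadjusted; DESeq2 called 1) and 10 in lung, all lower (4 against 1, where the lone negative sample is assumed to vary like the positive ones; DESeq2 called 100). In bone 0 negative samples held enough macrophages for this fit, and testing without a low-count filter moved the count most, to 593 genes. With the block edgeR called 151 genes in bone and 523 in liver, and with all 8 groups in 1 model 2024 in liver. Among monocytes alone edgeR called 0 genes in bone, brain, liver and lung (192, 461, 208 and 268 at an unadjusted p under 0.05, with 2 positive samples in brain and 3 in liver), where DESeq2 called 0, 0, 0 and 1. Groups did not overlap for 5.70% of tested genes in bone, 38.7% in brain and 44.6% in lung, where chance gives 2.86%, and for 23.5% in liver, where it gives 5.71%.

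The bone count was 18 without negative replicate 1, 59 without negative replicate 2, 67 without positive replicate 1, 193 without positive replicate 3 and 191 without positive replicate 4. It also moved with the random seed of the clustering, from 38 to 102 over the 5 seeds tried after seeing the data. The liver count by edgeR was 0 without negative replicate 1, 3 or 4 (1960, 1827 and 1981 genes at an unadjusted p under 0.05; DESeq2 was not run on these), 6 without negative replicate 2, 2 without positive replicate 2, 1 without positive replicate 3 and 2967 without positive replicate 1. Leaving out any 1 sample kept the count between 3124 and 3716 in brain and between 4130 and 4857 in lung.

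In bone phagocytes Paqr9 (ENSMUSG00000064225) had 68.1 ± 64.8 CPM in positive and 0.186 ± 0.227 CPM in negative samples (SD, n = 4 each, edgeR adjusted p = 0.00235). The negative samples held 2 UMIs in all, so the ratio of summed counts was 865 with a 95% counting interval of 238 to 7172. In brain phagocytes Apod (ENSMUSG00000022548) was higher (7.41, SE 1.47, edgeR adjusted p = 0.00295), while Mmp8 (ENSMUSG00000005800) and AI839979 (ENSMUSG00000107355) were lower (-4.39, SE 0.45, adjusted p = 0.000160, and -4.26, SE 0.73, adjusted p = 0.00147). In lung B3gnt7 (ENSMUSG00000079445) was higher (5.53, SE 0.42, edgeR adjusted p = 2.06e-05) and Ptgs2 (ENSMUSG00000032487) lower (-3.85, SE 0.49, adjusted p = 0.000156). Without monocyte clusters they were at 1.96 and -2.20. That fit left 1 negative sample, so whether the calls hold within macrophages cannot be decided. Ptgs2 did not pass with cluster 25 counted as phagocytes (-1.04, edgeR adjusted p = 0.270). The lowest adjusted p over all alternatives was 8.25e-37 for B3gnt7 and 6.33e-17 for Ptgs2, and the highest came from the fit with 1 negative sample. Mmp8 is a neutrophil marker in the lists used for naming.

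In liver phagocytes the rule picked Slc40a1 (ENSMUSG00000025993, log2 fold change 5.24, SE 1.15, edgeR adjusted p = 0.0482) and Slc16a9 (ENSMUSG00000037762, 5.08, SE 1.08, adjusted p = 0.0465) as higher, and Nfil3 (ENSMUSG00000056749, -1.76, SE 0.38, adjusted p = 0.0482) and Socs3 (ENSMUSG00000053113, -1.48, SE 0.32, adjusted p = 0.0483) as lower. All 4 calls were lost without any 1 of the 4 negative samples or of positive replicates 2 and 3, and those of Nfil3 and Socs3 also with the replicate block (edgeR adjusted p = 0.0625 and 0.0627). Without monocyte clusters, where edgeR called 0 genes (3 samples against 2), all 4 calls were lost too. Whether these differences hold within macrophages was thus not shown. Over all alternatives the adjusted p of Slc40a1 ranged from 0.00164 to 1.00, and that of Nfil3 from 0.000716 to 1.00.

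Of the estrogen list, 6 genes passed in brain phagocytes (5 higher, and Xbp1 lower), 2 in liver and 3 in lung, all higher in the last 2 tissues, and 0 in bone by edgeR. Without monocyte clusters edgeR called 0 genes in brain and in liver. Ctsd, Ccnd1, Igfbp4, Xbp1 and Nrip1 in brain and Ccnd1 and Nrip1 in liver thus lost their calls there. Adjusted over the list alone, 5 were higher and 1 lower in brain, 3 higher in liver, 3 higher and 1 lower in lung, and 2 higher in bone (Ctsd and Nrip1). Nrip1 was higher in brain (log2 fold change 1.78, SE 0.31), liver (1.92, SE 0.41) and lung (1.76, SE 0.16), with edgeR adjusted p of 0.00164, 0.0465 and 3.19e-05. Without monocyte clusters it was at 0.16 in brain and -0.17 in liver (edgeR adjusted p = 1.00 for both, and over all alternatives 3.68e-06 to 1.00 in brain and 0.000543 to 1.00 in liver). In lung Nrip1 was then at 0.18, in a fit with 1 negative sample that cannot decide the call. The lowest adjusted p in lung over all alternatives was 2.60e-21. Its call in liver was also lost without any 1 of the 4 negative samples or of positive replicates 2 and 3. Of the immune list, 1 gene passed in bone (H2-Ab1), 3 in brain, 1 in liver and 5 in lung, all higher, and 5, 3, 4 and 5 adjusted over the list alone. H2-Ab1 in bone (2.24, SE 0.38, edgeR adjusted p = 0.0367) lost its call without any 1 of the 4 negative samples and ranged from 0.000303 to 0.167 in adjusted p over all alternatives. Cd274 was higher in lung (2.24, SE 0.31, edgeR adjusted p = 0.000248, with 2.45e-10 as the lowest over all alternatives). Without monocyte clusters Cd274 was at 1.16. That fit left 1 negative sample and cannot show whether the difference holds within macrophages.

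Esr1, the estrogen receptor alpha gene that the study followed in bone macrophages, was near the detection limit in phagocytes (ENSMUSG00000019768). Positive bone samples had 4.34 ± 3.56 CPM (SD, n = 4) from 15 UMIs and negative ones 3.81 ± 1.32 CPM (n = 4) from 58 UMIs. The means of the TMM-scaled values differed by 0.020 on the log2 scale. Esr1 fell below the low-count filter of the bone comparison, so edgeR gives no value there; without the filter its log2 fold change was 0.082 (SE 0.57, adjusted p = 0.958; 0.790 to 0.999 over the 6 settings that tested it). Neutrophils of the same samples, taken as background, had 0.442 ± 0.614 and 0.484 ± 0.118 CPM (n = 4 each). In brain, phagocytes had 8.78 ± 3.26 and 2.69 ± 0.978 CPM (n = 4 each), from 54 and 27 UMIs, and the difference passed (log2 fold change 1.51, SE 0.36, edgeR adjusted p = 0.00812). It was lost with all 8 groups in 1 model (adjusted p = 0.0735; 0.00709 to 0.0735 over all alternatives). Among brain macrophage classes without monocytes the values were 9.56 ± 3.10 CPM (n = 4) from 54 UMIs and 7.55 ± 8.06 CPM (n = 3) from 2 UMIs, so the difference was not shown within macrophages. Liver had 5.01 ± 5.38 (n = 3) and 4.36 ± 2.26 CPM (n = 4), and lung 1.54 ± 2.29 and 2.48 ± 0.543 CPM (n = 4 each). No difference was detected in bone.

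Differences between bone and the other tissues were tested directly in 1 model over 31 samples. The biotin effect in phagocytes differed for 95 of 11320 genes between bone and the mean of brain, liver and lung (76 above and 19 below by edgeR). The count was 11 with cluster 25 counted as phagocytes and 238 with the replicate block. It was 34, 42, 26 and 14 without bone negative replicate 1, 2, 3 and 4, and 6, 376 and 40 without bone positive replicate 1, 2 and 3. Plbd1 (ENSMUSG00000030214) differed by 2.44 on the log2 scale (SE 0.51, adjusted p = 0.0209): its biotin effect, fitted in each tissue alone, was 0.17 in bone, -3.27 in brain, -0.46 in liver and -3.30 in lung. Bcl3 (ENSMUSG00000053175) differed by 1.90 (SE 0.40, edgeR adjusted p = 0.0209), with effects of 0.38, -1.47, -0.74 and -2.58 in the same order. Ivns1abp (ENSMUSG00000023150) differed by -1.59 (SE 0.31, edgeR adjusted p = 0.0176), with effects of 0.32, 2.54, 1.22 and 1.80, and Pros1 (ENSMUSG00000022912) by -1.25 (SE 0.29, adjusted p = 0.0399), with effects of 0.21, 1.5, 1.02 and 1.65. All 4 calls were lost without bone positive replicate 1 (edgeR adjusted p = 0.0692, 0.0926, 0.0777 and 0.127) and with cluster 25 counted as phagocytes (0.0701, 0.0823, 0.0837 and 0.151). That of Plbd1 was also lost without bone negative replicate 2, 3 or 4 (0.0519 to 0.0720), that of Bcl3 without bone negative replicate 3 or 4 (0.0619 and 0.0720), and that of Pros1 without bone negative replicate 1, 2, 3 or 4 or positive replicate 3 or 4 (0.0702 to 0.0874). Over all alternatives the adjusted p of the 4 genes ranged from 0.00129 to 0.151. None of the 2 fixed lists had a member past the threshold, by edgeR over all genes or adjusted over the list alone. Esr1 differed by 0.51 (SE 0.84, edgeR adjusted p = 0.861).

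Among positive phagocytes alone, edgeR found 1119 genes that differed between bone and the mean of the other tissues (762 higher and 357 lower in bone). Leaving monocyte clusters out moved this count most, to 484 genes with 2 bone samples left; 162 of these were among the 1119. The count was 665 with cluster 25 counted as phagocytes and 1700 with the replicate block. It was 575, 1720, 627 and 579 without bone positive replicate 1, 2, 3 and 4. Pclaf (ENSMUSG00000040204) had 154 ± 116 CPM in bone (n = 4) and 23.4 ± 20.2 CPM elsewhere (n = 11), with a log2 fold change of 2.98 (SE 0.59, edgeR adjusted p = 0.00175). Prtn3 (ENSMUSG00000057729), a marker of granulocyte precursors in the naming lists, was also higher (3.06, SE 0.55, adjusted p = 0.000754). Both changed sign without monocyte clusters, to -0.77 and -0.087 (edgeR adjusted p = 0.792 and 0.996; over all alternatives 4.81e-05 to 0.792 and 4.58e-05 to 0.996). Spp1 (ENSMUSG00000029304) was lower in bone (-3.38, SE 0.68, edgeR adjusted p = 0.00216), but not without monocyte clusters (-3.40, adjusted p = 0.0801) or with cluster 25 counted as phagocytes (-1.39, adjusted p = 0.426; 1.49e-07 to 0.426 over all alternatives). Of the estrogen list 0 genes passed by edgeR over all genes and 1 (Nrip1, lower) adjusted over the list alone. Of the immune list 2 were higher (Il10 and Cxcl9) and 2 lower (Spp1 and Trem2), and 2 and 2 adjusted over the list alone. Il10 (2.69, SE 0.87, edgeR adjusted p = 0.0467) changed sign without bone positive replicate 2 (-3.76, adjusted p = 0.339; 0.00456 to 0.422 over all alternatives) and lost its call without bone negative replicate 1 or 3 or positive replicate 4 (edgeR adjusted p of 0.0519 to 0.0533). Cxcl9 (2.61, SE 0.80, adjusted p = 0.0373) lost its call without bone positive replicate 1 or 2 (adjusted p = 0.0859 and 0.276; 2.06e-05 to 0.600 over all alternatives). Trem2 lost its call without bone positive replicate 3 (edgeR adjusted p = 0.0506) and without monocyte clusters (0.112; 0.000198 to 0.112 over all alternatives). Esr1 did not differ (0.76, SE 0.69, edgeR adjusted p = 0.552).

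The IIA experiment allowed the biotin sort of bone to be compared in 6 samples against 6. Macrophages made up 20.7% ± 20.0 of positive and 0.576% ± 0.521 of negative cells, and monocytes 2.46% ± 1.16 and 11.2% ± 2.79 (n = 6 each, exact p = 0.00216 for both, adjusted 0.00361). Of positive phagocytes 87.8% were in macrophage cluster 0, and of negative ones 61.6% were in monocyte cluster 14 and 33.8% in monocyte cluster 13. Phagocytes as a whole made up 23.2% ± 19.2 and 11.8% ± 3.12 (n = 6 each, exact p = 0.262), a difference of 11.4 percentage points that was 5.39 without positive replicate 2. Without monocyte clusters, an alternative chosen after seeing the data, the difference was 20.1. T cells were lower in the positive sort, at 1.41% ± 0.976 against 5.49% ± 1.29, as were neutrophils, at 16.5% ± 7.69 against 46.3% ± 5.32, and B cells, at 2.14% ± 1.89 against 9.58% ± 4.90 (n = 6 each, exact p = 0.00216 for all 3, adjusted 0.00361, in 6 of 6 pairs), and plasmacytoid dendritic cells, at 0.341% ± 0.631 against 2.25% ± 0.595 (n = 6 each, exact p = 0.00433, adjusted 0.00618). Stromal cells were higher, at 2.87% ± 2.20 against 0.414% ± 0.0832 (n = 6 each, exact p = 0.00216, adjusted 0.00361). Granulocyte precursors did not differ, at 28.8% ± 17.6 against 17.0% ± 5.01 (n = 6 each, exact p = 0.143). The difference of 11.8 percentage points was 16.4 without positive replicate 2 (exact p = 0.0368, 5 samples against 6; 0.0368 to 0.281 over all settings) and 7.02 without positive replicate 5. Unnamed clusters took 24.1% ± 3.57 of positive and 6.80% ± 1.47 of negative cells (n = 6 each, exact p = 0.00216). Of these, cluster 2 held 8.24% ± 6.64 of positive and 0.937% ± 1.03 of negative cells. Cluster 18 held 5.21% ± 2.70 and 1.84% ± 0.994 (n = 6 each). Acod1, which leads cluster 2, also leads the intracardiac neutrophil cluster 11. The size of the neutrophil difference may therefore depend on the naming, which was not tested.

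**Figure D3:**
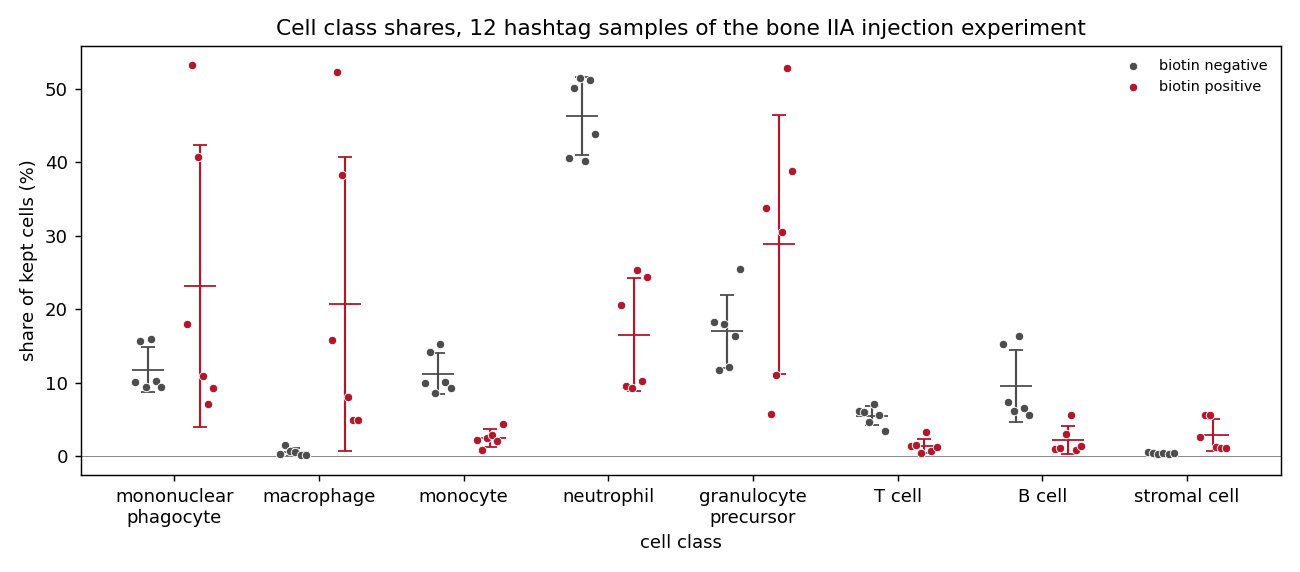
Share of kept cells (%, vertical axis) by cell class in each of the 12 hashtag samples of the bone IIA experiment; points are samples, and lines give the mean ± SD of 6 samples per sort. Neutrophils averaged 16.5% of biotin positive and 46.3% of biotin negative cells, without overlap.

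In phagocytes of the IIA experiment edgeR called 2901 of 9581 genes (1612 higher and 1289 lower). Without monocyte clusters, an alternative that left 6 samples against 3, edgeR called 0 (419 at an unadjusted p under 0.05; DESeq2 called 46). Among monocytes alone, in 3 samples against 6, edgeR called 0 (790 unadjusted; DESeq2 called 33). Groups did not overlap for 11.3% of tested genes, where chance gives 0.216%. Folr2 (ENSMUSG00000032725) was higher by 7.58 on the log2 scale (SE 0.58, edgeR adjusted p = 7.39e-07) and Ccl8 (ENSMUSG00000009185) by 7.31 (SE 0.69, adjusted p = 3.33e-06). The Folr2 value rests on 4 UMIs in the negative samples, of which 5 held none. Rnase6 (ENSMUSG00000021880) was lower (-2.76, SE 0.36, edgeR adjusted p = 6.03e-05). Without monocyte clusters Folr2 and Ccl8 were at 3.19 and 5.51 and no longer passed (edgeR adjusted p = 0.232 and 0.186; 1.57e-19 to 0.232 and 4.04e-19 to 0.186 over all alternatives).

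Of the estrogen list 3 genes passed in IIA phagocytes, all higher (Ctsd, Ccnd1 and Igfbp4), and 3 adjusted over the list alone. All 3 lost their calls without monocyte clusters, where edgeR called 0 genes. Their highest adjusted p by edgeR or DESeq2 over all alternatives was 0.259, 0.459 and 0.292. In the same comparison 2901 of all 9581 tested genes passed. Of the immune list 10 of 11 tested genes passed, all higher, and 10 adjusted over the list alone. Of these, Cd274 had a log2 fold change of 1.66 (SE 0.49, edgeR adjusted p = 0.0197), Cxcl9 of 3.08 (SE 0.90, adjusted p = 0.0174), Cxcl10 of 1.91 (SE 0.56, adjusted p = 0.0186) and H2-Ab1 of 0.88 (SE 0.26, adjusted p = 0.0183). The edgeR values of these 4 genes changed sign without monocyte clusters, to -1.06, -0.94, -1.36 and -0.22, with adjusted p of 0.259, 0.690, 0.621 and 0.900; over all alternatives these are also the highest, and the lowest were 0.000326, 0.000607, 0.000581 and 2.72e-05. Cd274 lost its call without positive replicate 2 (edgeR adjusted p = 0.0530), and Cxcl10 without positive replicate 2 or 3 (0.0523 and 0.0551). Il10 had a log2 fold change of 5.59 (SE 0.56, edgeR adjusted p = 6.19e-06) and kept its call, at 4.4e-14 to 4.59e-05, over the 20 alternatives that tested it. The fit without monocyte clusters was not among them, so whether the Il10 difference holds within macrophages was not shown. Spp1 had 3.65 (SE 0.67, adjusted p = 0.000904), with 3.58e-05 to 0.989 over all alternatives. The remaining genes called name or lead phagocyte clusters. Esr1 had 21.6 ± 6.79 CPM in positive and 17.9 ± 4.30 CPM in negative phagocytes (SD, n = 6 each), a log2 fold change of 0.45 (SE 0.22, edgeR adjusted p = 0.139), against 6.53 ± 6.62 and 7.29 ± 1.54 CPM in neutrophils. How far intronic reads add to these Esr1 values was not tested.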

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

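The Fisher test of the bone macrophage share, the test of the brain Esr1 count, the test on replicate 2 over tissues, the tests of the unassigned barcodes, the level for counting error, the tests against the other samples of a group pooled, and the regroupings and the 3 direction tests for the genes that differ between tissues were chosen only after the results were seen. A sample was picked out when its gap to the nearest sample of its group took up more of the group's range than Dixon's test allows at the 95% level. Of 100 groups checked 12 had such a sample, where chance picks out about 1 in 20 groups, or 5 here. Each p for counting error is set against 0.05 divided by the 100 groups, since the samples were picked out of that many. A sample that did not pass it against its nearest sample was also set against the other samples of its group pooled, at that level divided by the number of samples in the group. Fisher tests treat cells as independent, so they speak to counting error alone.

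Biotin positive replicate 2 stood apart in bone, with 31.996% macrophage classes (exact 95% interval 29.1 to 34.95%; nearest sample 4.88%), and in liver, with 80.9% (78.4 to 83.2%; nearest 9.83%). Counting error does not account for either gap (Fisher exact p = 3.20e-87 and 8.57e-214). Replicate 2 also had the highest share in the positive samples of brain and lung, and the exact p for the sum of its ranks over the 4 tissues was 0.0156, the smallest it can give, so an origin shared by samples of 1 number is a candidate explanation. Uneven labelling or sorting between mice stays open as well, since the labels do not tie samples to mice, and no biological explanation was tested.

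In liver, positive replicate 1 had 19.4% monocytes (exact 95% interval 17.2 to 21.7%; nearest 4.17%; Fisher exact p = 1.41e-24). The share among cells outside the macrophage classes left a gap of 0.819 of the group's range, close to the value over all cells, and whether a changed macrophage share in the denominator might contribute cannot be decided from 4 samples. Negative replicate 1 was likewise the highest of the negative liver samples (34.3%). A difference between mice or pools stays open and was not tested.

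T cell shares stood apart in 5 samples. Bone positive replicate 1 had 5.98% (exact 95% interval 4.98 to 7.104%; nearest 2.54%; Fisher exact p = 4.85e-05), brain positive replicate 3 had 28.4% (23.4 to 33.8%; nearest 4.33%; p = 4.05e-25) and liver negative replicate 1 had 8.61% (7.69 to 9.61%; nearest 6.68%; p = 0.0205). Liver positive replicate 2 had 0.483% or 5 of 1036 cells (0.157 to 1.12%; nearest 2.13%; Fisher exact p = 0.109), and IIA positive replicate 4 had 3.21% or 8 of 249 cells (1.40 to 6.23%; nearest 1.44%; Fisher exact p = 0.165). Counting error as the sole source is excluded for the bone and brain samples. It is also excluded for liver positive replicate 2, whose nearest sample held few cells, by the other samples pooled (2.28%; Fisher exact p = 8.54e-05). It is not excluded for IIA positive replicate 4 (others 0.862%; Fisher exact p = 0.00259), nor for liver negative replicate 1 (others 6.55%; Fisher exact p = 0.000385), which passes only if the choice among the samples of the group is left out of the level. Among cells outside the macrophage classes the gap was 0.819, 0.692, 0.823, 0.480 and 0.165 of the range, in the order given. All 5 gaps were thus below the critical value, by little in bone positive replicate 1 and liver negative replicate 1. A changed macrophage share in the denominator may therefore contribute, but 4 to 6 samples cannot decide this. For liver negative replicate 1 its part can only be small. The share moved from 8.61% to 8.63%, and macrophage classes reached at most 1.48% in that group. Bone negative replicate 1 (11.9%) and brain negative replicate 3 (22.2%) were also the highest of their groups, while liver positive replicate 1 was not the highest of its group. Residual blood or a difference between mice or pools was not tested.

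Granulocyte precursors made up 11.6% of brain positive replicate 1 (exact 95% interval 9.04 to 14.6%; nearest 2.09%; Fisher exact p = 6.33e-12). The gap outside the macrophage classes was 0.759 of the range, which leaves the denominator as a possible explanation for part of it. Brain negative replicate 1 was also the highest of its group (17.3%). Admixture of blood or marrow cells or a difference between pools was not tested.

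Esr1 in phagocytes stood apart in 2 samples. Brain positive replicate 4 had 13.6 CPM from 27 UMIs (nearest 7.51 CPM from 18 UMIs), and counting error could not be excluded (exact binomial p = 0.0519, and 0.0313 against the other samples together, at 7.37 CPM). Lung positive replicate 4 had 4.93 CPM from 6 UMIs (nearest 0.882 CPM from 3 UMIs), which counting error could explain when set against that sample alone (exact binomial p = 0.0131). The other samples together had 0.253 CPM from 9 UMIs (exact binomial p = 5.08e-06), which excludes counting error as the sole source if UMIs are independent. A different mix of macrophages was not tested.

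IIA positive replicate 5 held 2140 kept cells, far above the other positive samples. With the top hashtag required to reach 5 times the second it still held 1987, and the next sample 837, which argues against loose hashtag assignment. A larger number of sorted cells remains the candidate explanation, and it was not tested.

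Of the 26666 barcodes of the pooled matrix, 14.9% (3981) were assigned to no single hashtag and were not used in the comparisons. All 3981 failed the ratio of the top to the second hashtag. Their median was 4289 UMIs against 3252 in assigned barcodes. This is consistent with droplets that hold cells of 2 hashtag samples, although cells that carry 2 hashtags for other reasons are not excluded. No biological explanation was tested.

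The biotin difference of T cells in lung lay -13.8 percentage points from the mean of the other tissues. On log2 ratios of positive over negative shares, which remove a higher starting share, lung had -3.17 ± 1.33 (SD, n = 4) and the other tissues -1.23 ± 1.11 (n = 12), with an exact permutation p of 0.0143. These ratios argue against a higher starting share in lung as the whole cause, but the test did not take the replicate numbers into account. Among cells outside the macrophage classes, T cells were at 4.67% ± 2.63 in positive and 20.5% ± 10.3 in negative lung samples (n = 4 each, exact p = 0.0571). The lung difference was thus -15.9 percentage points there, against -17.4 over all cells. These values argue against dilution by macrophages as the whole cause of the lower share in lung, although the exact test did not pass. The comparison with the other tissues was not repeated among these cells. A property of the lung niche stays open and untested.

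In phagocytes 95 genes had a biotin effect in bone that differed from the mean of brain, liver and lung. Of 100 regroupings of the samples 2 gave as many genes, the real one included, and the other of these gave 675 genes. Each regrouping shuffled the biotin labels within every tissue, which also removes the biotin effects that the tissues share. The regroupings thus cannot exclude chance for a difference between tissues. No regrouping kept to the pairs, so within the pairing chance is not excluded either. Of the genes called, 87.4% differed in the direction opposite to biotin negative macrophages against biotin negative monocytes, against 65.8% of all genes not called, but these cells are part of the comparison. With biotin positive monocytes, a reference added last, it was also 87.4%, against 67.2%. With macrophages and monocytes of the other experiment it was 50.5% against 50.1%. Whether a smaller shift from monocytes to macrophages in bone than elsewhere might explain the genes cannot be decided from references that disagree, and a difference within macrophages was not separated from it: bone had no negative sample with enough macrophages for a fit without monocyte clusters.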

How the results depend on the processing

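Counting cluster 25 as phagocytes, the 5 other clustering seeds, leaving monocyte clusters out in the IIA experiment, and testing its cell numbers in edgeR without a block were tests chosen only after the results were seen. Of 593 values of the 29 main results under alternatives, 500 kept their direction and their side of the threshold, or stayed within 1.5 times the reported count. Of 1984 values of the 94 other results (genes named in the text and further class shares), 1688 did so, 287 lost their call and 9 changed direction.

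The phagocyte difference in bone changed sign without monocyte clusters (9.39 percentage points) and with cluster 25 (0.826). In lung it passed the threshold without monocyte clusters (44.7, exact p = 0.0286), and the T cell difference there no longer did with unnamed clusters out of the denominator (-18.3, exact p = 0.0571). Of the further class shares, plasmacytoid dendritic cells of lung lost their call at resolutions 0.5 and 2.0, with no cell filter, with doublet scores left out and with seed 4. Macrophages of bone did so at resolution 2.0, NK cells of lung at resolution 0.5, endothelial cells of lung with cells of at least 1000 UMIs, and B cells of lung with the other denominator. With 1 sample left out, 49 of 104 values of these shares lost their call. No cluster was named erythroid, so that denominator leaves out unnamed clusters only. Cell numbers tested in edgeR passed for 20 of 44 classes and tissues, but gave a log2 difference of 1.59 for brain phagocytes (adjusted p = 0.121) and, with the replicate block, of -0.079 for liver phagocytes (edgeR adjusted p = 0.93). In the IIA experiment the phagocyte difference passed without monocyte clusters (20.1, exact p = 0.00216). Leaving monocytes out removes a class that was lower in positive samples, which by construction raises the difference. For the other values the cause was not tested.

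DESeq2 called more genes than edgeR: 120 for all cells in bone, 1565 in brain and 560 in liver, 247 in bone phagocytes, 876 in liver phagocytes and 196 for the difference between tissues. On simulated counts it made more false calls than edgeR in bone over all cells (40 against 7) and also recovered more of the 200 changed genes (169 against 151). Without a low-count filter edgeR called 517 genes for all cells in brain, 593 in bone phagocytes and 946 in liver phagocytes. With all 8 groups in 1 model it called 1 gene for all cells in bone, 1053 in brain, 463 in liver, 527 in bone phagocytes and 2024 in liver phagocytes. In these cases the cause was not tested.

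With the replicate number as a block, edgeR called 12 genes for all cells in bone, 762 in brain, 151 in bone phagocytes, 523 in liver phagocytes, 238 for the difference between tissues and 1700 for positive bone phagocytes against the others. Among named genes the block took away the calls of Ccnd1 over all cells in brain and of Nfil3 and Socs3 in liver phagocytes, and changed no other call of a named gene. Among cell numbers it added monocytes in bone and liver and T cells in liver and took away endothelial cells in brain. The cause was not tested.

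Counts also moved with the clusters taken as phagocytes. Without monocyte clusters edgeR called 0 genes in brain (176 at an unadjusted p under 0.05; DESeq2 called 0), 0 in liver (111 unadjusted; DESeq2 called 1), 10 in lung, 0 in the IIA experiment (419 unadjusted; DESeq2 called 46) and 484 for positive bone phagocytes against the others. These fits hold fewer samples, and in lung the lone negative sample is assumed to vary like the positive ones. The fit could not be made for bone phagocytes, for the difference between tissues or for Esr1 in bone, since 0 negative bone samples held enough macrophages. Of 49 values of named genes without monocyte clusters 2 kept their call, 39 lost it and 8 changed direction: Ccnd1 in brain (-0.26), Nrip1 in liver (-0.17), Prtn3 (-0.087) and Pclaf (-0.77) in positive bone phagocytes against the others, and Cxcl9 (-0.94), Cxcl10 (-1.36), H2-Ab1 (-0.22) and Cd274 (-1.06) in the IIA experiment. The only other change of direction was Il10 in positive bone phagocytes without bone positive replicate 2 (-3.76, and up to 3.15 without other bone samples). With cluster 25 edgeR called 151 genes in bone phagocytes, 0 in liver (2026 at an unadjusted p under 0.05; DESeq2 was not run there), 11 for the difference between tissues and 665 for positive bone phagocytes. Bone phagocytes gave 6 genes with cells of at least 1000 UMIs and 6 at Leiden resolution 0.5. Over the 5 seeds they gave 102, 102, 42, 38 and 101 genes, and the difference between tissues 40, 46, 89, 95 and 37. For these counts the cause was not tested.

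Leaving out 1 sample at a time gave 3 to 758 genes for all cells in brain, 0 to 61 by edgeR in liver (where the fits with 0 had 1201 to 2215 genes at an unadjusted p under 0.05, and DESeq2 was not run on them) and 1280 to 2381 in lung. For all cells in bone every such fit gave 0 by edgeR (616 to 1577 unadjusted). It gave 18 to 193 genes in bone phagocytes, 0 to 2967 in liver phagocytes (1827 to 1981 unadjusted in the edgeR fits with 0), and with bone samples alone left out 6 to 376 for the difference between tissues and 575 to 1720 for positive bone phagocytes against the others. The granulocyte precursor difference of the IIA experiment ranged from 7.02 to 16.4 percentage points. The ranges of brain phagocytes (3124 to 3716), lung phagocytes (4130 to 4857) and IIA phagocytes (1974 to 3283) stayed within 1.5 times the reported counts. Phagocyte share differences ranged from -8.24 to 3.53 in bone, 24.9 to 41.3 in brain, -6.42 to 20.2 in liver and 20.2 to 40.9 in lung, and T cell differences from -21.8 to -14.3 in lung, -5.47 to -4.73 in liver and -9.35 to 0.0574 in brain. The bone and liver phagocyte and brain T cell differences thus changed sign. Fewer samples also lower the power of each fit.

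Depth limits Esr1 in bone phagocytes, where positive samples held 15 UMIs and the alternatives that tested it gave adjusted p values of 0.790 to 0.999.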

Other observations

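The regroupings of samples, the rank tests on replicate numbers, the gene length tests, the tests of macrophages in place of monocytes with other monocytes than those compared, and the rule that both of these pass 80%, were chosen only after the results were seen. The tests of dilution in the shares were planned before their results were known.

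For each comparison of genes, the same samples were split in other ways into groups of the same sizes. The real split was 1 of 35 with as many genes for all cells in brain and in lung, and 1 of 35 for phagocytes in bone, brain, liver and lung, so chance is excluded for those counts when all splits are taken as alike. For all cells in bone and in liver all 35 of 35 splits gave as many, because the real count was 0. Among phagocytes of the IIA experiment 1 of 100 did. For positive phagocytes of bone against the other tissues 7 of 100 gave 1119 genes or more, and chance cannot be excluded for that count. By the correlations the replicate numbers pair the samples in neutrophils of all 4 tissues, but pairing stayed unsettled in lung over all cells and in bone phagocytes. Of the splits that part as many pairs as the real one, 1 of 8 gave as many genes in brain and in lung over all cells and in phagocytes of all 4 tissues, and 8 of 8 in bone and in liver over all cells. A set of 8 splits cannot give a share under 0.05, so within the pairing chance is not excluded by the splits. The remaining splits keep at least 1 pair on 1 side.

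Genes called in phagocytes could reflect macrophages in place of monocytes. This was tested with 3 references. The planned one, biotin negative macrophages against biotin negative monocytes of the same tissue, gave the direction of the biotin effect for 91.43% of the genes called in bone, 95.4% in brain, 97.97% in liver, 86.2% in lung and 81.8% in the IIA experiment, against 67.1%, 68.8%, 72.2%, 61.1% and 58.1% of all genes not called. Those monocytes are also most of the negative side of the comparison, which pushes towards agreement, so this reference is not relied on. The other 2 were added for that reason, and the one with biotin positive monocytes was added after the one from the other experiment had come out lower. With biotin negative macrophages against biotin positive monocytes of the same tissue it was 82.4% of the genes called in bone, 91.4% in brain, 94.0% in liver, 83.3% in lung and 75.8% in the IIA experiment, against 62.7%, 64.9%, 68.0%, 59.8% and 55.0% of all genes not called. With macrophages and monocytes of the other experiment it was 88.6%, 69.9%, 71.3%, 58.8% and 77.2%, against 63.5%, 54.5%, 57.6%, 51.2% and 53.4%. Both references pass 80% in bone, which fits a change in makeup there, although that direction rests on 17 macrophage cells and 34 called genes. Elsewhere the references disagree or stay lower, which macrophages of another kind in the other experiment might explain, so how much of the calls such a change accounts for cannot be decided. A further change within macrophages is excluded nowhere.

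A larger macrophage share lowers every other share, and dilution could thus give the lower shares seen in positive samples. Among cells outside the macrophage classes, T cells were still lower in liver, by a difference of -4.67 percentage points (n = 4 each, exact p = 0.0286), and in the IIA experiment by -3.70 (n = 6 each, exact p = 0.00433). Neutrophils and monocytes of the IIA experiment were also lower there, at -26.0 and -8.25 percentage points (n = 6 each, exact p = 0.00216 for both). Dilution by macrophages is therefore excluded as the whole cause of these 4 differences. In lung T cells outside the macrophage classes were at 4.67% ± 2.63 and 20.5% ± 10.3, a difference of -15.9 against -17.4 over all cells (n = 4 each, exact p = 0.0571). These values argue against dilution as the whole cause in lung too, although the exact test did not pass there.

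Positive replicate 2 had the highest share of macrophage classes in each of the 4 tissues. The means over tissues were 23.3%, 68.6%, 19.2% and 17.6% for replicates 1 to 4, and the exact permutation p for the summed ranks was 0.0156, the smallest it can give. In the negative samples replicate 2 was highest in 3 of 4 tissues (exact p = 0.0781), which leaves open whether a shift of macrophage capture in a shared pool might explain the pattern. Replicate 1 had the highest median mitochondrial percentage in all 8 groups, with means of 3.20%, 1.60%, 1.18% and 1.44% for replicates 1 to 4 (exact permutation p = 6.10e-05, the smallest it can give). A difference between pools is a candidate explanation for it, as is one between mice.

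The unnamed cluster 10 of the IIA experiment held 5.77% ± 3.70 of positive and 0.354% ± 0.127 of negative cells (n = 6 each, exact p = 0.00649). Of its 100 leading genes 89 were longer than the median of the detected genes, and their median length was 220751 bases against 26750. Esr1 was detected in 72.4% of its cells, 9.71 times the mean of the other cells, at 357 ± 11.9 CPM in positive (n = 5) and 261 ± 37.4 CPM in negative samples (n = 3). Against the 200 detected genes nearest to it in length, this fold was at percentile 91.0. The leading genes of the cluster thus fit reads from introns of long genes. For Esr1 itself this stays open, since its fold was above that of most genes of its length and yet below the percentile of 95 that would argue against length as the cause. Expression of the receptor in these cells is not excluded. Whether such cells are nuclei, damaged cells or a cell type of their own was not tested.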
